A study of Mus musculus with 6 samples.

How the data were processed

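Single-cell RNA was measured in the skin of 6 mice of the NINJA strain, a line in which a neoantigen can be switched on. Per the labels' protocols, the skin had been treated with 4-OH-Tam, and libraries were made with a 10x Genomics 5' kit. The labels put 2 mice in each of 3 groups, named NO_AG, AG and AG_CPI. They give no sex, batch or date. Per the labels' protocols, the mice had been checked for their skin phenotype and for infiltrating P14 CD8 T cells, which carry a transgenic receptor, before sequencing.

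The deposited values are log10 of 1 plus the UMIs of a gene per 10000 UMIs of the cell. The unit was read from the values, since no header states it: after inversion, 100% of values fell on whole UMIs under log10, against 68.6% to 71.8% under the natural log. The scaling preceded a drop of genes, because the 16158 deposited genes hold 95.4% to 96.7% of each library's UMIs. Every deposited cell had between 1501 and 14995 UMIs. The aligner, genome build and cell filters are not stated in the labels. No gene had 0 UMIs in all cells.

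The cell filters, markers, gene lists, tests and rule for naming genes were chosen before the data were examined. The tests of genes and of shares were later replaced, as given below. Cells needed at least 200 genes and at most 20% mitochondrial UMIs. Doublet scores came from Scrublet in scanpy version 1.11.5, and the top 1.39% to 3.97% of a library's cells was removed, in proportion to its number of cells. Of 21178 cells, 51 failed the filters and 663 were removed as doublets, which left 20464. Clustering used 2000 variable genes, 30 principal components, 15 neighbours and Leiden resolution 1, with no integration across libraries.

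The 53 clusters were named from the fixed marker lists, and 41 received a name. The way the markers were scored was not fixed beforehand. 3 naming rules were tried, and the main one is the third. It was settled after the leading genes of the clusters and the cell numbers per library had been seen, and before any gene was tested. It ranks genes by their fold against the mean of the other clusters, takes the class with most markers among the top 50 genes, and needs at least 3 detected markers. Clusters whose leading genes belonged to another class, or whose markers fitted 2 classes alike, stayed unnamed. In cluster 40 the leading marker of the other class ranked below the top gene. The first rule took the fold against all other cells and ranked by numbers of markers, and the second lacked the last pair of reasons to leave a cluster unnamed. The choice changes results, so both earlier rules are reported as alternatives. CD8 T cells were cells of alpha-beta T-like clusters with a UMI of Cd8a or Cd8b1 and none of Cd4 or Trdc. The other classes carry the suffix -like because they rest on markers alone.

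Raw counts had been assumed when the tests were chosen. Since the deposited unit is a log10 value, limma version 3.58.1 in R version 4.3.3 was used on scaled means in place of a count model. For each mouse and class, the linear values were averaged over cells, scaled by the trimmed mean of M-values (TMM), and converted to log2 after a pseudocount of 0.1. Genes needed at least 10 UMIs and a mean of 0.1 per 10000 in at least 2 libraries. The mice of all groups shared one limma-trend fit with group as the only term. A library needed 10 cells of a class to enter. A comparison needed both mice of both groups, which gave 9 tests in 5 classes. Calls are at a Benjamini-Hochberg adjusted p of 0.05. The smallest p that an exact permutation of 2 against 2 mice can give is 0.333, so the limma calls rest on a spread shared across genes.

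Gene lists were tested with camera at a preset correlation of 0.01, adjusted over the lists and classes of a comparison. Some list members had no column under their listed symbol and were not used here: 28 of the 33 interferon-gamma response genes and 16 of the 18 exhaustion genes had one. After the filter on low values, 26 interferon-gamma response genes entered in CD8 T, 23 in keratinocyte-like, 19 in ILC2-like, 13 in fibroblast-like and 27 in monocyte/macrophage-like cells. For shares of cells, a count model on cell numbers had been chosen beforehand. They were tested instead with limma on the log2 odds over 11 classes, with 0.5 added to each number. The deposited unit did not require this change. Single shares carry Wilson 95% intervals, and a share of 0 carries the limit set by 3 counts. Both cover counting error only.

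Up to 3 genes that rose and 3 that fell are named per test. They are those with the smallest p among the called genes for which both mice of one group lay above both of the other. Receptor segments, sex-linked, mitochondrial and ribosomal protein genes were left out of that rule. The markers of the class itself were left out too, with the alpha-beta T-like markers for CD8 T cells. Apart from the genes of the CD8 gate, the exclusion of markers had not been listed beforehand. Fixed genes chosen beforehand are reported beside them.

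The fit was tested on data simulated from the real means with 200 changed genes, in 10 draws per test. For AG against NO_AG it called 70.2% of all changed genes in CD8 T cells, among 7280 tested, 53.0% in ILC2-like and 55.2% in fibroblast-like cells. Of genes changed 4-fold it called 89.2%, 78.3% and 80.2% in these classes. In keratinocyte-like cells it called 84.5% of all changed genes for AG against NO_AG. For AG_CPI against AG it called 71.7% in CD8 T, 84.2% in keratinocyte-like and 80.4% in monocyte/macrophage-like cells. Of genes changed 4-fold in that comparison it called 98.7% in keratinocyte-like cells. In keratinocyte-like cells, 5.55% of calls were false on average for AG_CPI against AG, with at most 9.14% in a draw. For AG_CPI against NO_AG in that class, 1 draw reached 11.2%. No call in any of the 9 tests had the wrong sign.

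The alternatives covered size factors, filters, doublets, clustering, the CD8 gate, thinning of UMIs, the groups in the fit, the replicate number as a block, each mouse left out, other list tests and other scalings of shares. Alternatives added after the data were seen were the deposited scaling alone, a pseudocount of 0.5, summed UMIs, library weights, both earlier naming rules and a CD8 gate with Trdc UMIs allowed. Python version 3.11.15, numpy version 2.4.6 and scipy version 1.17.1 were used.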

Results

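Transcriptomes of skin cells were collected from 2 NO_AG, 2 AG and 2 AG_CPI mice. The labels give the groups by these names, and the series describes them as antigen off, antigen on, and antigen on with CPI. The libraries held 4972 and 4095 cells in NO_AG, 3503 and 4664 in AG, and 1736 and 2208 in AG_CPI. Total UMIs were 24656382 and 22490651 in NO_AG, 16932775 and 17092885 in AG, and 5903724 and 8012418 in AG_CPI. Median UMIs per cell ranged from 2527 to 4744. Values are given as UMIs per 10000 UMIs of a cell, averaged over the cells of a class, with the SD between mice. The number of mice limits the precision more than the number of cells.

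Sex was examined first, since the labels do not give it. In 5 of the 6 mice no UMI of Ddx3y was found, which in NO_AG 1 allows a share of up to 0.0630% of 4764 cells. In AG_CPI 1, 16.1% of the 516 cells outside the T-like clusters had a Ddx3y UMI and 2.13% had a Xist UMI, against 72.8% with Xist in AG_CPI 2. The T cells of AG_CPI 1 differed from its other cells: 53.9% of its 727 CD8 T cells had a Xist UMI. The sex of the cells therefore differed within the AG_CPI group, so any effect of sex cannot be separated from other differences between its mice. This holds for T cells too: of the alpha-beta T-like cells with another beta segment than that of P14 cells, 11.1% had a Xist UMI in AG_CPI 1 and 79.8% in AG_CPI 2.

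**Figure D1:**
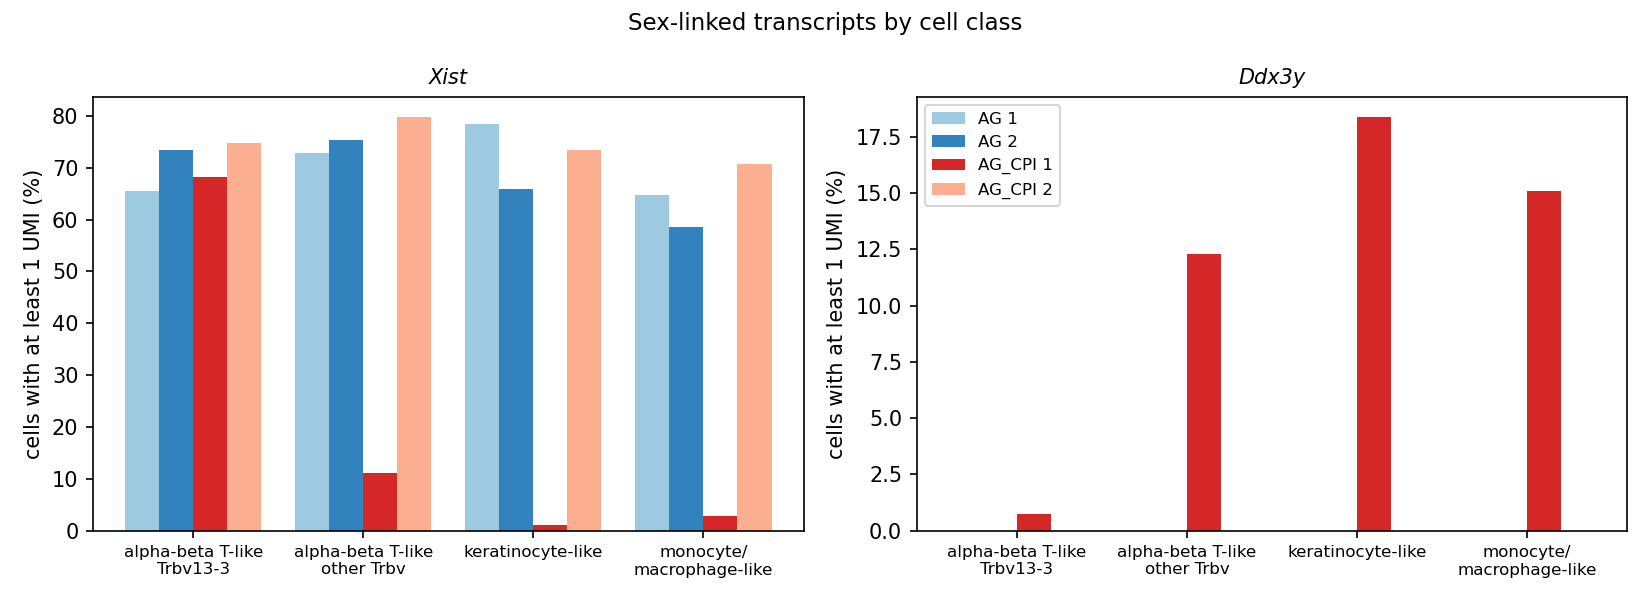
Share of cells (%) with at least 1 UMI of Xist or Ddx3y in the AG and AG_CPI mice, by cell class. Bars are single mice. AG_CPI 1 had Xist in 68.3% of alpha-beta T-like cells with Trbv13-3 and in 11.1% of those with another beta segment.

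The first question was how the make-up of the skin cells differed between the groups. CD8 T cells made up 5.83% ± 4.89 (SD, n = 2) of retained cells in NO_AG, 17.2% ± 7.27 in AG and 40.2% ± 3.15 in AG_CPI. Single mice had 2.37% and 9.29% in NO_AG, 22.4% and 12.1% in AG, and 42.5% and 38.0% in AG_CPI. AG and NO_AG did not differ past the threshold (log2 odds ratio 1.99, limma adjusted p 0.122), nor did AG_CPI and AG (1.76, adjusted p 0.20). AG_CPI exceeded NO_AG by 3.75 (adjusted p 0.0123), with both mice above both. Without NO_AG replicate 1 that value was 2.71, and without NO_AG replicate 2 it was 4.79. Keratinocyte-like cells made up 56.5% ± 3.80, 40.6% ± 8.23 and 13.2% ± 3.38 in NO_AG, AG and AG_CPI. Their share was lower in AG_CPI than in NO_AG (-3.12, adjusted p 0.00476), and the difference between AG_CPI and AG narrowly failed the correction (-2.18, adjusted p 0.0558). With doublets kept, the latter was -1.98 and passed. Monocyte/macrophage-like cells made up 0.0988% ± 0.0681, 8.38% ± 5.10 and 11.8% ± 3.53. They were more frequent in AG than in NO_AG (6.37, adjusted p 0.00216), with both mice above both. The size of this difference depended on cluster naming, since the main rule left the class 7 and 2 cells in the NO_AG mice. Under the second naming rule tried, the NO_AG mice had 53 and 27 such cells, or 1.11% and 0.684%, the AG mice had 5.93% and 15.4%, and the log2 odds ratio was 3.59 and still passed.

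Over the 11 classes compared, 5 passed for AG against NO_AG, 1 for AG_CPI against AG and 9 for AG_CPI against NO_AG. The share of unnamed clusters was not tested. It was 18.7% ± 0.147 (SD, n = 2) in NO_AG, 8.96% ± 0.799 in AG and 2.88% ± 0.105 in AG_CPI. Among them, cluster 9 had markers of alpha-beta and gamma-delta T-like cells. It held 493 and 335 cells of the NO_AG mice, 236 and 107 of AG, and 6 and 17 of AG_CPI. Dendritic/Langerhans-like cells made up 4.04% ± 0.846 (SD, n = 2) in NO_AG and 0.892% ± 0.156 in AG (log2 odds ratio -2.20, limma adjusted p 0.0204). No such cell was found among 1712 and 2168 cells of the AG_CPI mice, which allows shares of up to 0.175% and 0.138%. They were the 1 class that passed for AG_CPI against AG (adjusted p 0.00143). These calls rested on cluster naming: under the first naming rule tried, the AG_CPI mice had 22 and 36 such cells, and the class passed neither for AG against NO_AG (-0.96) nor for AG_CPI against AG (-0.78). Alpha-beta T-like cells outside the CD8 gate were more frequent in AG than in NO_AG (2.24, adjusted p 0.0204). This call rested on the gate and on naming. The gate excludes cells with a Trdc UMI. Cells with both a Cd8 and a Trdc UMI and none of Cd4 numbered 0 and 1 in the NO_AG mice, 218 and 226 in AG, and 391 and 389 in AG_CPI. With Trdc UMIs allowed in the gate, the value for T-like cells outside it was 1.5 and did not pass, and CD8 T cells made up 2.37% and 9.32% in the NO_AG mice, 28.8% and 17.1% in AG, and 65.3% and 56.0% in AG_CPI. No call for the CD8 T cell share changed by this. Under the second naming rule the value for T-like cells outside the gate was 0.66 and at Leiden resolution 0.5 it was 0.53, and neither passed. Plasmacytoid dendritic-like and basophil-like cells, absent among 4764 and 3950 cells of the NO_AG mice, made up 0.319% ± 0.117 and 0.353% ± 0.416 in AG (adjusted p 0.00216 and 0.0243). A count of 0 allows shares of up to 0.0630% and 0.0759% in the NO_AG mice. The basophil-like share of 0.0590% in AG 1 lay within that limit, and the basophil-like call failed under stricter cell filters (3.83) and under the replicate block. The fitted size of a difference from a group at 0 depends on the 0.5 added to the counts and is no bound.

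**Figure D2:**
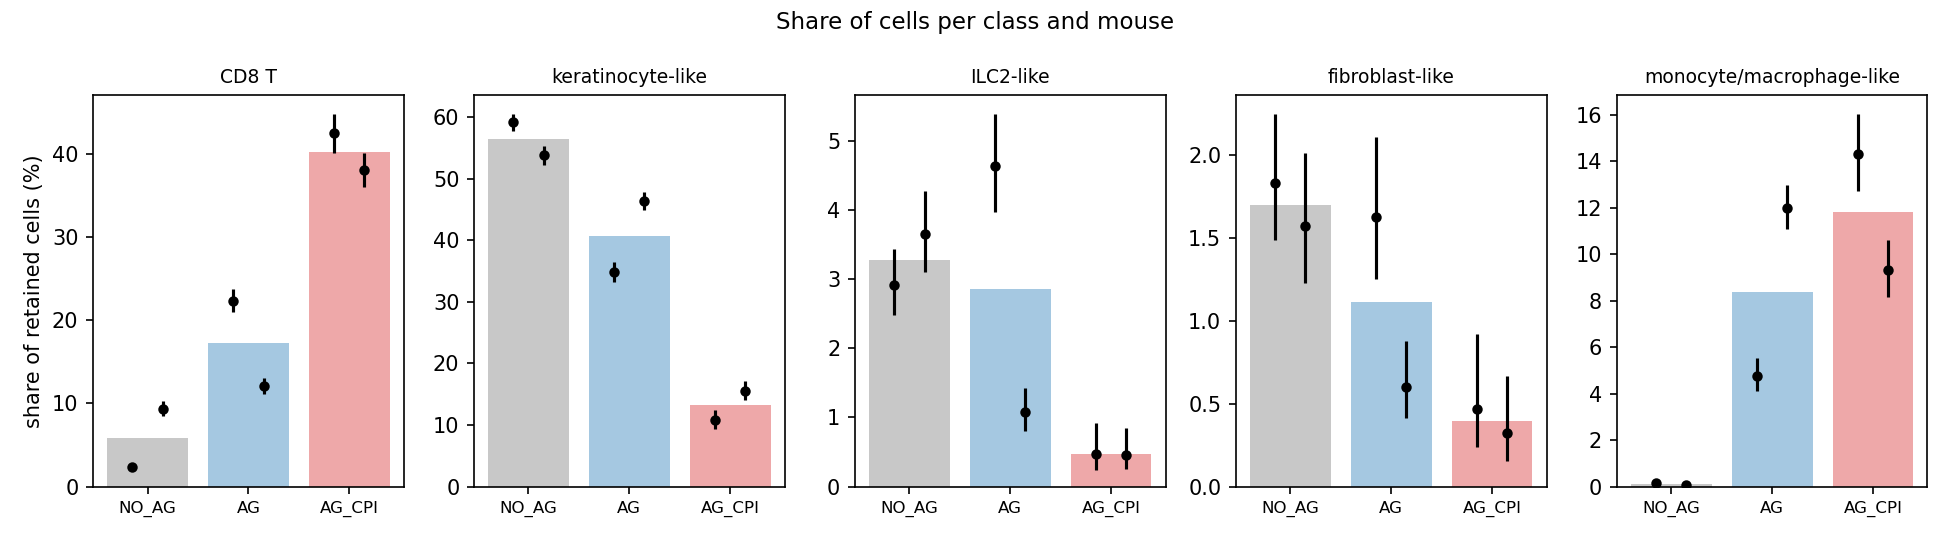
Share of retained cells (%) in the 5 tested classes. Bars are group means of 2 mice, points are mice, and lines are Wilson 95% intervals, which cover counting error only. CD8 T cells had means of 5.83%, 17.2% and 40.2% in NO_AG, AG and AG_CPI.

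P14 T cells use the beta segment Trbv13-3, which was therefore followed as a proxy. A UMI of it was found in 1.77% and 3.0% of CD8 T cells of the NO_AG mice, 36.5% and 52.3% in AG, and 55.3% and 60.4% in AG_CPI. In keratinocyte-like cells, which should lack it, the shares were 0.0709% and 0, 0.847% and 4.32%, and 1.08% and 6.21%. The keratinocyte-like cells were the deeper of the pair in 5 of the 6 mice, with medians of 5464.5 UMIs against 2304 in NO_AG 1. In AG 2 the medians were 2282 against 2730. Of the cells that the gate excluded although they had a Cd8 UMI, for a Trdc UMI without Cd4, 90.4% and 78.3% had the segment in AG, and 63.7% and 82.3% in AG_CPI. Host T cells can carry the segment too, and reads of related segments are hard to separate, so the share is not a count of P14 cells.

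The comparison of AG with NO_AG addressed what antigen changed in CD8 T cells. Of 7226 genes, 101 passed the threshold, 85 higher and 16 lower in AG. The setting that moved this number most was the omission of the filter on low values, with 23 genes. Of the 16 fixed genes tested, 9 passed over all genes, and 13 passed when adjusted over the list alone. Lag3 rose from 0.217 ± 0.0222 (SD, n = 2) to 4.10 ± 0.168 (log2 fold change 3.79, SE 0.174, limma adjusted p 5.21e-08). Gzma rose from 2.20 ± 0.320 to 16.2 ± 1.47 (2.90, SE 0.149, adjusted p 1.40e-07). Pdcd1, which encodes PD-1, rose from 0.113 ± 0.00958 to 1.61 ± 0.322 (3.05, SE 0.197, adjusted p 1.78e-06). Havcr2, Tigit, Prf1, Ctla4, Gzmb and Tox also rose, by 3.18, 2.80, 1.83, 1.72, 1.43 and 1.11. Trbv13-3 rose by 3.59. Ifng rose by 0.70 and failed the correction over all genes (adjusted p 0.156). Among genes that fell, Styk1, Ahnak and Gprin3 changed by -1.45, -0.90 and -1.28.

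AG_CPI against AG asked how cells differed when CPI was added to antigen. The limit from the mix of clusters, given above, applies here too. Cluster 21, which held more of the CD8 T class in AG_CPI, is led by Gzma. In CD8 T cells 8 genes passed, 4 higher and 4 lower, and the number ranged from 1 to 32 across the other settings. Gzma rose further, to 81.2 ± 7.63 (log2 fold change 2.30, SE 0.149, limma adjusted p 7.76e-06). Ccr2 and Itga1 rose by 1.66 and 1.36. Trat1 fell from 1.09 ± 0.654 to 0.0601 ± 0.0206 (-2.81, SE 0.340, adjusted p 0.00448). Tcf7 fell from 0.730 ± 0.192 to 0.239 ± 0.0350 (-1.30, SE 0.219, adjusted p 0.0459). With Trdc UMIs allowed in the CD8 gate it changed by -1.17 and no longer passed. Krt17, a keratinocyte gene, fell by 1.90, and 16 of 18 other keratinocyte markers were lower in the same cells. Of the 16 fixed genes 1 passed over all genes and 1 passed adjusted over the list alone. Pdcd1 differed by 0.52 (adjusted p 0.781), Lag3 by 0.15 (adjusted p 0.999) and Ifng by -0.47 (adjusted p 0.973).

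AG_CPI differed from NO_AG in 232 of the 7226 genes in CD8 T cells, 152 higher and 80 lower. Gzma, Lag3 and Pdcd1 were higher by 5.2, 3.94 and 3.57. Trat1, Tcf7 and Smco4 changed by -3.95, -2.01 and -2.07. Of the 16 fixed genes 9 passed over all genes and 13 adjusted over the list alone.

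**Figure D3:**
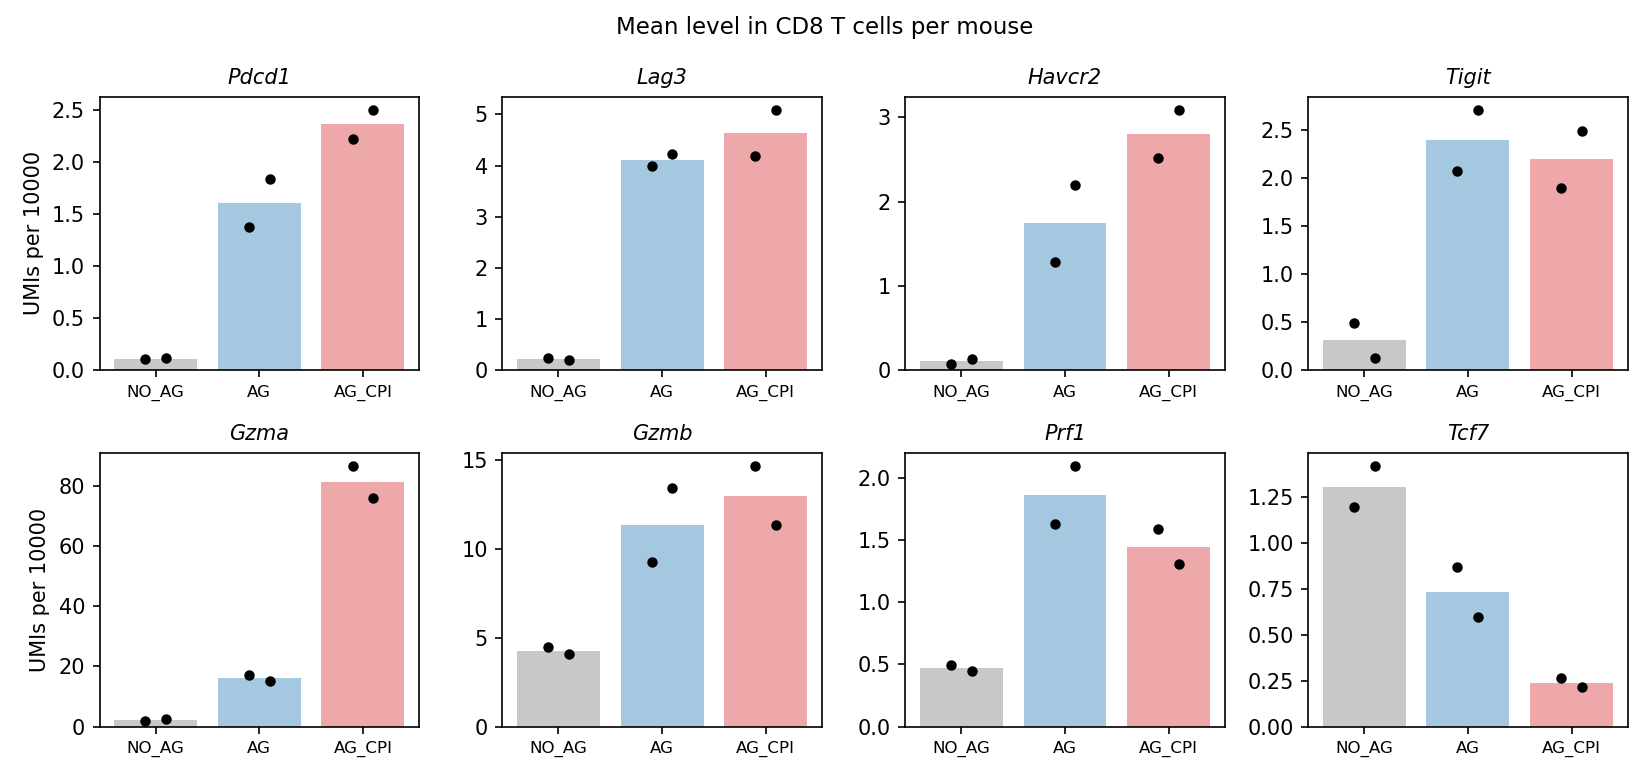
Mean level in CD8 T cells of 8 genes, in UMIs per 10000. Bars are group means of 2 mice and points are mice. Gzma had means of 2.20, 16.2 and 81.2 in NO_AG, AG and AG_CPI.

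Fixed gene lists were compared in CD8 T cells. AG exceeded NO_AG in the exhaustion list (median log2 fold change 1.56, 15 of 16 genes higher, camera adjusted p 2.63e-25), the cytotoxic effector list (0.84, 16 of 18 genes, adjusted p 3.57e-20) and the interferon-gamma response list (0.40, 23 of 26 genes, adjusted p 5.70e-08). All 3 calls held under fry and under an estimated correlation. The residency (-0.35) and proliferation (-0.21) calls held under neither. Between AG_CPI and AG, the exhaustion list (0.03, adjusted p 0.295) and the cytotoxic effector list (-0.00, adjusted p 0.303) did not pass. This outcome depended on how CD8 T cells were defined: under the first naming rule tried both lists passed as higher in AG_CPI, at 0.51 and 0.34, and under a gate on Cd3 UMIs the exhaustion list passed at 0.21. The interferon-gamma response (-0.12), residency (0.21) and proliferation (-0.18) calls of that comparison held under neither other test. AG_CPI exceeded NO_AG in the exhaustion (1.84) and cytotoxic effector (1.46) lists, which held under both. Its interferon-gamma response call (0.37) held under fry only, its proliferation call (-0.50) under neither, and residency (0.13, adjusted p 0.891) did not pass.

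In keratinocyte-like cells, 31 of 8303 genes differed between AG and NO_AG, 29 higher and 2 lower. Igfl3 had 0.00329 ± 4.53e-05 (SD, n = 2) in NO_AG and 1.04 ± 0.0631 in AG. The NO_AG level lay below the pseudocount, which sets the size of the fitted change (3.48, limma adjusted p 0.000456). Isg15 rose from 0.338 ± 0.103 to 5.45 ± 1.73 (3.69, SE 0.237, adjusted p 0.00171), and Rtp4 rose by 2.84. Pyy and Mgll changed by -2.14 and -1.30. Cxcl9 rose from 0.447 ± 0.0652 to 3.98 ± 0.243 (2.94, SE 0.266, adjusted p 0.00588). It was the 1 fixed gene of 8 that passed over all genes, and 7 passed adjusted over the list alone. The interferon-gamma response list was higher with a median of 1.35, in 23 of 23 genes, and this call held under fry and not under an estimated correlation.

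No gene passed between AG_CPI and AG in keratinocyte-like cells, with 653 at an unadjusted p under 0.05. That result depended on the setting: 4 genes passed with doublets kept, 5 under stricter cell filters, 7 with the replicate number as a block and 8 after thinning to equal UMIs. Of the 8 fixed genes 1, Socs1, passed adjusted over the list alone (-0.78, limma adjusted p 0.0487). The list median was -0.63, with 0 of 23 genes higher, and the call held under neither other test. AG_CPI and NO_AG differed in 25 genes, 15 higher and 10 lower. Igfl3, Rtp4, Ccl8 and Cxcl9 were higher by 3.56, 1.99, 2.42 and 2.31, and Mgll and Cdc42ep3 changed by -1.81 and -1.48. Like Igfl3, Ccl8 lay below the pseudocount in NO_AG (0.00965 ± 0.00240), which sets the size of its fitted change. With a pseudocount of 0.5, 4 genes passed in this comparison. Pyy was at 0 in both AG_CPI mice. Of the fixed genes 1 passed over all genes and 3 adjusted over the list alone. The list median was 0.52, a call that held under neither other test.

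In the other classes the tests had fewer cells. Of 4483 genes in ILC2-like cells, 0 differed between AG and NO_AG, with 189 at an unadjusted p under 0.05. Of 7 fixed genes 0 passed over all genes and 3 adjusted over the list alone. In fibroblast-like cells 9 of 4606 genes differed, 8 higher and 1 lower. H2-K1 rose from 3.24 ± 0.118 (SD, n = 2) to 20.5 ± 9.53 (log2 fold change 2.56, SE 0.301, limma adjusted p 0.0268). Ifi27l2a, H2-Q7 and B2m rose by 2.01, 3.03 and 1.64, and Meg3 changed by -2.02. Reads of H2-K1, H2-Q7 and Ifi27l2a can be shared with close relatives, so these values are uncertain. Under the deposited scaling alone 0 genes passed. Of 6 fixed genes 2 passed over all genes and 3 adjusted over the list alone. The interferon-gamma response list had medians of 0.53 over 19 genes in ILC2-like and 1.45 over 13 genes in fibroblast-like cells, and neither call held under fry or an estimated correlation.

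In monocyte/macrophage-like cells, 31 of 6606 genes differed between AG_CPI and AG, 19 higher and 12 lower. Under the second naming rule tried, 1 gene passed. Saa3 rose from 0.110 ± 0.0321 (SD, n = 2) to 2.36 ± 0.523 (log2 fold change 3.55, SE 0.243, limma adjusted p 2.04e-06). Ccl8 rose by 2.68. Gzma rose by 2.38, to 0.970 ± 0.129, while CD8 T cells of the group had 81.2. Tppp3 and Ccl4 changed by -1.35 and -1.28. Ccl24 changed by -4.01, and the AG mice themselves had 1.21 and 16.0. Of 9 fixed genes 0 passed over all genes and 0 adjusted over the list alone, with 476 genes at an unadjusted p under 0.05. The interferon-gamma response list did not pass (0.02 over 27 genes, adjusted p 0.627). NO_AG had too few cells of this class for a test under the main rule. Under the second naming rule the AG and NO_AG mice differed in 309 genes, 224 higher and 85 lower. AG_CPI and NO_AG differed in 419, 297 higher and 122 lower. Under this rule the class took in cluster 30, whose markers fitted monocyte/macrophage-like and dendritic/Langerhans-like cells alike. That cluster held 46 of the 53 and 25 of the 27 cells of the NO_AG mice. Cluster 31, the class under the main rule, held 162 of the 201 and 537 of the 691 cells of the AG mice. These gene numbers therefore cannot separate a change within cells from a difference between clusters.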

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

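The test for a second animal in every class, the tests for a wrong label, the depth-matched comparison and the comparison with Trdc UMIs allowed were chosen after the results they bear on had been seen. The other tests here were chosen before their outcome was known.

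Ddx3y, a Y-linked gene outside the comparisons, gave 93 UMIs in the cells of AG_CPI 1 other than T-like cells, and 0 in the other 5 mice. A mixture with a second animal in every class would leave Xist in those cells at a share near that of the T cells. It was found in 2.13% of them, against 53.9% of the CD8 T cells, which argues against it. Within the alpha-beta T-like cells of that mouse, 68.3% of 663 cells with Trbv13-3 had a Xist UMI, against 11.1% of 171 cells with another beta segment (two-sided Fisher's exact p 1.21e-43). Ddx3y went the other way, with 0.754% against 12.3%. These values are consistent with a male mouse that held P14 T cells from a female donor. Cells are not independent replicates, and the pattern comes from 1 mouse. The labels state neither sex nor transfer. A wrong label was weighed in CD8 T cells. A NO_AG mouse under that label would have Trbv13-3 in about as many of them as the NO_AG mice, with 1.77% and 3.0%. It was found in 55.3%, which argues against this. Over all 7226 tested genes the root mean square log2 difference from AG_CPI 1 was 0.274 to AG_CPI 2, 0.343 to AG 2 and 0.389 to AG 1. The AG mice differed by 0.375 from each other, so these distances cannot tell an AG mouse under a wrong label apart. Cluster 21 held 67.3% of the CD8 T cells of AG_CPI 1 and 66.3% in AG_CPI 2, against 24.4% and 17.9% in AG. Cluster 25 held 14.2% in AG_CPI 1, between the AG values of 9.23% and 24.2%. The exhaustion difference by beta segment, given below, was -0.29 in AG_CPI 1, against 2.02 and 1.14 in AG. The exhaustion value was flagged because the groups differed in it. Cluster 21 is led by Gzma, a gene named because the mice of each group agree. Neither value can therefore tell an AG mouse under a wrong label apart, and 2 AG mice show little of the spread. No value here tests for a mouse from outside the series.

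The exhaustion list was compared within mice between CD8 T cells with Trbv13-3 and those with another beta segment. It had been predicted that the cells with Trbv13-3 would carry the rise of the list in every AG and AG_CPI mouse, and this failed. The median log2 difference was 2.02 and 1.14 in the AG mice, and -0.29 and -0.38 in the AG_CPI mice. In NO_AG 2 it was -1.37, from 11 cells with the segment. Both AG mice moved one way and both AG_CPI mice the other, and the means differed by 1.91. This difference between the groups was not tested. Cells with Trbv13-3 were deeper in the AG mice, with medians of 3387 against 2433 UMIs in AG 1. After the depth was matched, the AG mice had 2.01 and 0.76 and the AG_CPI mice -0.28 and -0.32, which argues against depth as the whole cause. With Trdc UMIs allowed in the CD8 gate, the AG mice had 2.06 and 1.10 and the AG_CPI mice -0.37 and -0.46. Treatment with CPI, which the design names, may underlie the contrast and stays open as untested. Sex differs between the AG_CPI mice, yet both had negative values. Cells whose segment was missed, and host cells that use Trbv13-3, blur the comparison.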

How the results depend on the processing

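The deposited scaling alone, the pseudocount of 0.5, summed UMIs, library weights, both earlier naming rules and the CD8 gate with Trdc UMIs allowed were chosen after the data had been seen. Library weights were added after a preview of the CD8 T cell values. The cause of the changes given here was not tested unless one is stated. A fit with the DESeq2 tool was not run. The deposited unit is a log10 value, although whole UMIs could be recovered from 100% of values, and the recovered UMIs entered a limma fit only. The number of genes called moved under many settings. Gene numbers below stand against 101, 8 and 232 in CD8 T cells and 31, 0 and 25 in keratinocyte-like cells, in the order AG against NO_AG, AG_CPI against AG, and AG_CPI against NO_AG. They stand against 0 in ILC2-like and 9 in fibroblast-like cells (AG against NO_AG) and 31 in monocyte/macrophage-like cells (AG_CPI against AG).

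Cluster naming changed which statements hold. 3 rules were tried, and the main one is the third, settled before any gene was tested. Under the first rule the CD8 T cell numbers were 57, 20 and 205. For AG_CPI against AG, the exhaustion list passed at 0.51 (0.03 under the main rule), the cytotoxic effector list reversed to 0.34, the residency list no longer passed at 0.17, and Prf1 (0.28), Tigit (0.51) and Mki67 (-0.044) reversed. For AG against NO_AG the proliferation list reversed to 0.026 and Mki67 to 0.31. For AG_CPI against NO_AG, Mki67 reversed to 0.27, and the interferon-gamma response (0.12) and proliferation (-0.14) lists no longer passed. Under the second rule, AG_CPI against AG gave 15 genes in CD8 T cells and 1 in monocyte/macrophage-like cells. There the interferon-gamma response list passed at 0.13 and H2-K1 reversed to 0.020. The dendritic/Langerhans-like share no longer passed under the first rule for AG against NO_AG (-0.96) and AG_CPI against AG (-0.78), nor did the share of other T-like cells for AG against NO_AG (2.01). Under the second rule the latter failed at 0.66, and at 1.17 for AG_CPI against NO_AG. The monocyte/macrophage-like share for AG against NO_AG fell to 3.59 under the second rule, from 6.37, and still passed. The statement that CPI left the exhaustion list unchanged in CD8 T cells therefore cannot be made from these data.

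The gate on Cd3 UMIs gave 39, 1 and 120 genes in CD8 T cells. For AG_CPI against AG, the exhaustion list passed at 0.21, the cytotoxic effector list reversed to 0.21, Tigit (0.065) and Tox (0.042) reversed, and the interferon-gamma response list (-0.10) no longer passed. Cxcr6 reversed to -0.036 for AG against NO_AG. It kept 809 cells in AG 2, against 541.

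The CD8 gate with Trdc UMIs allowed gave 153 genes for AG against NO_AG and 5 for AG_CPI against AG. For AG_CPI against AG, the exhaustion list reversed to -0.23 and Lag3 to -0.11, neither of which had passed, and the interferon-gamma response list (-0.12) and Tcf7 no longer passed. The proliferation list for AG against NO_AG no longer passed (-0.10). The share of T-like cells outside the gate no longer passed for AG (1.5) and AG_CPI (0.60) against NO_AG, and for AG_CPI against AG it reversed to -0.90. The CD8 T cell share for AG_CPI against NO_AG was 4.95, from 3.75, and passed under both gates.

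Without a filter on low values more genes are tested, and CD8 T cells gave 23, 1 and 81 genes. Keratinocyte-like cells gave 2 for AG against NO_AG and 1 for AG_CPI against NO_AG, and monocyte/macrophage-like cells 3. The interferon-gamma response list for AG_CPI against AG no longer passed in CD8 T cells (-0.094) and reversed in monocyte/macrophage-like cells (-3.21e-05).

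Thinning to equal UMIs gave 60 and 114 genes for both comparisons with NO_AG in CD8 T cells. It gave 93, 8 and 121 in keratinocyte-like, 1 in ILC2-like and 19 in fibroblast-like cells. In CD8 T cells the residency list for AG against NO_AG (-0.068), the interferon-gamma response list for AG_CPI against AG (-0.15) and against NO_AG (0.25) no longer passed. The exhaustion list and Lag3 reversed to -0.00347 for AG_CPI against AG, Mki67 to -0.043, and Cx3cr1 to -0.090 for AG_CPI against NO_AG. Irf1 in keratinocyte-like cells reversed to 0.16 and H2-K1 in monocyte/macrophage-like cells to 0.018.

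Summed UMIs gave 2 genes for AG_CPI against AG in CD8 T cells, and 70 and 69 for the comparisons with NO_AG in keratinocyte-like cells. For AG_CPI against AG in CD8 T cells, the exhaustion list (-0.10) and Lag3 (-0.042) reversed and the interferon-gamma response list (-0.095) no longer passed. H2-K1 in monocyte/macrophage-like cells (0.00342) and Socs1 in fibroblast-like cells (0.085) reversed. The share of higher calls was 72.7% in fibroblast-like cells (88.9% in the main setting) and 74.3% in monocyte/macrophage-like cells (61.3%). The deposited scaling alone gave 14 genes for AG_CPI against NO_AG in keratinocyte-like cells, 78.6% of them higher against 60%, and 0 in fibroblast-like cells, where the main setting had 283 at an unadjusted p under 0.05. The cytotoxic effector list for AG_CPI against AG reversed to 0.019.

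Library weights gave 32 genes for AG_CPI against AG in CD8 T cells, 77 and 72 for the comparisons with NO_AG in keratinocyte-like cells, and 14 in fibroblast-like cells. The pseudocount of 0.5 gave 21 for AG_CPI against AG in CD8 T cells and 4 for AG_CPI against NO_AG in keratinocyte-like cells, and Socs1 in fibroblast-like cells reversed to 0.024. With only the groups compared in the fit these numbers were 5 and 107. Leiden resolution 0.5 gave 13 genes for AG_CPI against AG in CD8 T cells, and the proliferation list for AG against NO_AG no longer passed at -0.13. The share of other T-like cells failed against NO_AG at 0.53 in AG and 1.02 in AG_CPI.

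Stricter cell filters gave 5 and 73 genes for AG_CPI against AG and NO_AG in keratinocyte-like cells and 57 in monocyte/macrophage-like cells. The keratinocyte-like share for AG_CPI against AG passed at -2.44. Socs1 reversed to 0.021 in keratinocyte-like cells (AG_CPI against NO_AG) and 0.031 in fibroblast-like cells, and H2-K1 to 0.00488 in monocyte/macrophage-like cells. The basophil-like share for AG against NO_AG no longer passed (3.83). With doublets kept, keratinocyte-like cells gave 4 and 96 genes, their share passed for AG against NO_AG (-1.19) and for AG_CPI against AG (-1.98), and the proliferation list for AG against NO_AG no longer passed (-0.13). The basophil-like share for AG_CPI against AG, which had not passed, reversed to -0.024. With TMM over the classes, the ILC2-like (-2.58) and fibroblast-like (-1.88) shares for AG_CPI against NO_AG no longer passed.

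The groups share replicate numbers. The 9 correlations across genes between the deviations of same-number mice ran from -0.164 to 0.194. All 3 in keratinocyte-like cells were positive (0.115, 0.111 and 0.194), while the 3 in CD8 T cells were -0.109, 0.00275 and -0.164. The labels do not say what a number stands for, so whether the numbers pair the mice was not settled. The fit with the replicate number as a block gave 16 genes for AG_CPI against AG in CD8 T cells. It gave 70, 7 and 120 in keratinocyte-like, 1 in ILC2-like, 47 in fibroblast-like and 48 in monocyte/macrophage-like cells. The basophil-like share for AG against NO_AG (4.26) no longer passed under the block.

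Camera used a preset correlation, which ignores most of the correlation between list genes. Of 17 list calls 7 held under fry and 5 under an estimated correlation. The calls that held under neither were, in CD8 T cells, residency (-0.35) and proliferation (-0.21) for AG against NO_AG, interferon-gamma response (-0.12), residency (0.21) and proliferation (-0.18) for AG_CPI against AG, and proliferation (-0.50) for AG_CPI against NO_AG. For the interferon-gamma response list they were also keratinocyte-like cells for AG_CPI against AG (-0.63) and NO_AG (0.52), ILC2-like (0.53) and fibroblast-like cells (1.45). The list calls at 0.37 in CD8 T cells (AG_CPI against NO_AG) and 1.35 in keratinocyte-like cells (AG against NO_AG) failed under the estimated correlation alone.

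With each mouse left out in turn, CD8 T cells gave 66 to 80 genes for AG against NO_AG (without an AG_CPI mouse), and 5 in both fits for AG_CPI against AG (without a NO_AG mouse). Keratinocyte-like cells gave 39 (without AG replicate 1) and 93 (without AG replicate 2) for AG_CPI against NO_AG. List medians in CD8 T cells for AG against NO_AG ranged from 0.73 to 1.03 (cytotoxic effector), 1.26 to 1.84 (exhaustion), 0.37 to 0.41 (interferon-gamma response) and -0.70 to 0.17 (proliferation, reversed without AG replicate 1). For AG_CPI against AG they were -0.16 to -0.10 (interferon-gamma response), -0.11 to 0.12 (cytotoxic effector), -0.67 to 0.23 (proliferation, reversed without AG replicate 2 or AG_CPI replicate 2) and -0.12 to 0.39 (residency, reversed without AG replicate 2). For AG_CPI against NO_AG they were 0.28 to 0.37 (interferon-gamma response), -0.40 to 0.15 (residency) and 1.33 to 1.46 (cytotoxic effector). The interferon-gamma response list ranged from 1.08 to 1.41, -0.93 to -0.35 and 0.22 to 0.74 in keratinocyte-like cells over the 3 comparisons, from 0.35 to 0.62 in ILC2-like, 0.95 to 1.92 in fibroblast-like and -0.11 to 0.071 in monocyte/macrophage-like cells. The log2 odds of the shares ranged from 0.96 to 3.03 (CD8 T cells, AG against NO_AG) and 2.71 to 4.79 (AG_CPI against NO_AG). They ranged from -1.63 to 0.53 and -3.31 to -1.15 (ILC2-like), and from -1.49 to -0.060 and -2.00 to -0.57 (fibroblast-like), for AG against NO_AG and AG_CPI against AG. In the same order they ranged from 2.68 to 5.85 and -1.36 to 1.81 (basophil-like) and from 1.85 to 2.63 and 0.51 to 1.29 (other T-like). They ranged from -2.43 to -1.98 for AG against NO_AG (dendritic/Langerhans-like). For AG_CPI against AG and NO_AG they ranged from -5.04 to 0.25 and -5.65 to -0.36 (melanocyte-like), and from -3.89 to 2.39 and -5.77 to 0.51 (sebocyte-like).

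For the single genes named, of 1872 values under settings that kept all mice, 1738 kept their direction and their side of the threshold, 73 no longer passed, 39 newly passed and 22 reversed. Of 746 values with a mouse left out, 643 were counted as unchanged and 86 moved by more than the spread between mice. Another 8 no longer passed and 9 newly passed. Where a compared group fell to 1 mouse, the shift was judged against a spread that holds the left-out mouse's own deviation. Such a shift could hardly exceed that spread, so the number counted as unchanged is no measure of robustness. Median-ratio size factors and a minimum of 30 cells changed none of the gene counts by more than 1.5 times. With that minimum the test in fibroblast-like cells could not be run. Where a left-out mouse leaves a group with 1 mouse, no gene count is given.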

Other observations

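The comparison over bins of UMIs per cell and the count of cells outside the compared clusters were chosen after the results they bear on had been seen. The other tests here were chosen before their outcome was known.

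The interferon-gamma response list was higher in keratinocyte-like cells of AG mice than of NO_AG mice. RNA from T cells and macrophages was weighed as a candidate source. Leukocyte transcripts put its share at 0.0934% in AG 1 and 8.17% in AG 2, and the observed rise exceeded the one predicted from that share by a median ratio of at least 4.42 in both mice. A shift among keratinocyte-like clusters would leave medians near 0 or of both signs within clusters. They lay above 0 in the 9 clusters compared, from 0.11 to 1.46, which argues against a shift among these clusters as the whole cause. The 9 of 21 clusters left out 1.95% of the keratinocyte-like cells of AG 1 and 63.2% of those of AG 2. Cluster 2 alone held 942 of the 2081 cells of AG 2, and 2 and 6 cells of the NO_AG mice. For these cells of AG 2 a shift and a rise within clusters cannot be told apart, since NO_AG has too few of them. After thinning each library's class to equal total UMIs the median was 1.39, which argues against total UMIs as the whole cause and leaves the UMIs per cell unmatched. With the cells of each mouse weighted alike over 5 bins of UMIs per cell, the medians against the NO_AG mean were 0.95 in AG 1 and 0.98 in AG 2, which argues against UMIs per cell as the whole cause. A response to antigen, which the design names, stays open as a hypothesis. The AG 2 library also differed from AG 1 in its keratinocyte-like cells, with a median of 2282 against 6866 UMIs.

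Krt17 fell in CD8 T cells between AG and AG_CPI. Free RNA from keratinocytes is a candidate explanation, since the share of these cells was lower in AG_CPI. The other 18 keratinocyte markers had a median of -0.64 in the same cells, with 16 of 18 lower and a camera p of 1.48e-13. That p overstates the evidence if the markers move together, as RNA from 1 source would. No value under fry or an estimated correlation is given for it. These values are consistent with less keratinocyte RNA in the AG_CPI libraries.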
